# Protective Effects of Hong Shan Capsule against Lethal Total-Body Irradiation-Induced Damage in Wistar Rats

**DOI:** 10.3390/ijms160818938

**Published:** 2015-08-12

**Authors:** Jianzhong Li, Jing Xu, Weiheng Xu, Yang Qi, Yiming Lu, Lei Qiu, Zhenlin Hu, Zhiyong Chu, Yifeng Chai, Junping Zhang

**Keywords:** Hong Shan capsule (HSC), lethal total-body irradiation, radioprotection, gene expression, signaling pathways

## Abstract

Hong Shan Capsule (HSC), a crude drug of 11 medicinal herbs, was used in clinical practice for the treatment of radiation injuries in China. In this study, we investigated its protection in rats against acute lethal total-body irradiation (TBI). Pre-administration of HSC reduced the radiation sickness characteristics, while increasing the 30-day survival of the irradiated rats. Administration of HSC also reduced the radiation sickness characteristics and increased the 30-day survival of mice after exposure to lethal TBI. Ultrastructural observation illustrated that the pretreatment of rats with HSC significantly attenuated the TBI-induced morphological changes in the different organs of irradiated rats. Gene expression profiles revealed the dramatic effect of HSC on alterations of gene expression caused by lethal TBI. Pretreatment with HSC prevented differential expression of 66% (1398 genes) of 2126 genes differentially expressed in response to TBI. Pathway enrichment analysis indicated that these genes were mainly involved in a total of 32 pathways, such as pathways in cancer and the mitogen-activated protein kinase (MAPK) signaling pathway. Our analysis indicated that the pretreatment of rats with HSC modulated these pathways induced by lethal TBI, such as multiple MAPK pathways, suggesting that pretreatment with HSC might provide protective effects on lethal TBI mainly or partially through the modulation of these pathways. Our data suggest that HSC has the potential to be used as an effective therapeutic or radio-protective agent to minimize irradiation damage.

## 1. Introduction

Radiation toxicity is a kind of physical stress that humans risk in events such as nuclear pollution, radiation therapy for cancer, and space flights [1,2,3]. Radiation exposure increases oxidative pressure and induces further damage such as DNA lesions, cell death, cancer, and other diseases. Radio-protective agents are administered either before or after radiation exposure to minimize radiation toxicity. Several compounds have been reported to offer the potential for radiation protection, but most of them are not suitable for clinical application due to toxicity and poor specificity [4,5,6]. This warrants the development of suitable radio-protective agents with minimum toxicity that can be used under occupational as well as clinical conditions.

A number of medicinal plants and their extracts evaluated for the radio-protective efficacy have shown protective effects against radiation damage [7]. In traditional Chinese medicine, it is a common practice to use many components for treating diseases. Hong Shan Capsule (HSC) has been used in clinical practice for the treatment of radiation injuries in China. HSC is composed of 11 medicinal herbs, including *Cornus officinalis*, *Fructus crataegi*, *Millettia dielsiana*, *Pericarpium Citri reticulatae*, *Radix Ginseng rubra*, *Rehmannia glutinosa*, *Radix astragali*, *Radix Paeoniae lactiflorae*, *Semen coicis*, *Rhizoma anemarrhenae*, and *Rhizoma Ligustici chuanxiong*. Though several ingredients and HSC were reported to have the radiation protective effect [8,9,10,11,12,13,14,15], clarifying the mechanism of the pharmacological action of HSC remains a great challenge due to the haziness of the active compounds and the unknown synergistic actions of multiple components. In this study, we mainly investigated its protective effects against lethal TBI in Wistar rats.

## 2. Results

### 2.1. Effect of HSC on 30-Day Survival

The radiation control group exhibited signs of radiation sickness such as reduced intake of food and water, weight loss, lethargy, diarrhea, and epilation, with a median survival of only one day and complete mortality within eight days (Figure 1A). HSC (10 g/kg) alone did not induce any noticeable signs of toxicity within 30 days. On the other hand, rats that were administered different graded concentrations of HSC for three consecutive days prior to the exposure of acute lethal TBI (7 Gy) had reduced signs of radiation sickness and improved survival rates. Different concentrations of HSC were found to offer the same protection to rats against radiation-induced toxic effects by increasing the median survival period to 3, 3.5, and 8.5 days, respectively (Figure 1A). Pre-administration of 10 g/kg of HSC reduced the radiation sickness characteristics while increasing the 30-day survival of the irradiated rats by 20% (Figure 1A). The log rank test indicated that the survival curves were significantly different (*p* = 0.0499). In addition, when rats were subjected to exposure to a lethal dose of 6 Gy radiation, 10 g/kg of HSC also increased 30-day survival by 20% (Figure 1B). The survival curves were significantly different as predicted by the log rank test (*p* = 0.0120). The survival curves (Figure 1C) indicated that the pre-administration of HSC was also found to offer the same protection to Institute of Cancer Research (ICR) mice against acute lethal TBI (8.5 Gy)-induced toxic effects by increasing the median survival period. The log rank test indicated that the survival curves were significantly different (*p* < 0.0001).

**Figure 1:**
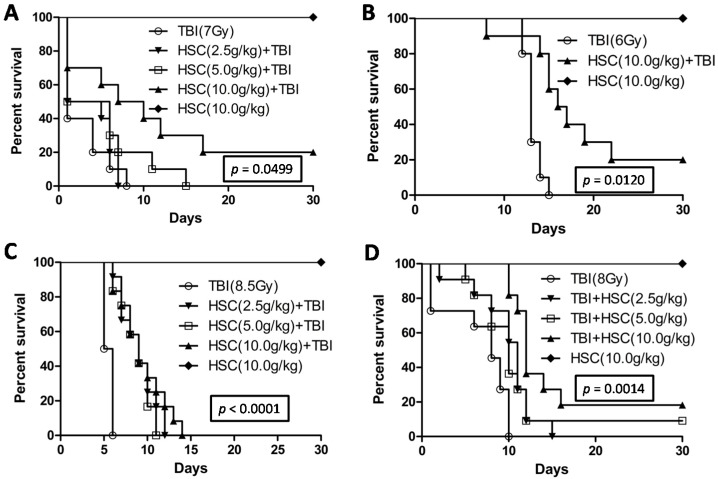
Comparison of survival curves by using the Kaplan–Meier method. (**A**) 30-day survival of rats (*n* = 10 per group) pretreated with HSC (2.5, 5, and 10 g/kg) before exposure to 7 Gy TBI. The survival curves were significantly different as predicted by the log rank test. (*p* = 0.0499); (**B**) 30-day survival of rats (*n* = 10 per group) pretreated with HSC (10 g/kg) before exposure to 6 Gy TBI. The survival curves were significantly different as predicted by the log rank test. (*p* = 0.0120); (**C**) 30-day survival of mice (*n* = 12 per group) pretreated with HSC (2.5, 5 and 10 g/kg) before exposure to 8.5 Gy TBI. The survival curves were significantly different as predicted by the log rank test. (*p* < 0.0001); and (**D**) 30-day survival of mice (*n* = 11 per group) treated with HSC (2.5, 5 and 10 g/kg) after exposure to 8 Gy TBI. The survival curves were significantly different as predicted by the log rank test. (*p* = 0.0014).

Encouraged by the above results, the radio-protective ability of HSC was also evaluated by administering it 30 min after exposure to a lethal dose (8 Gy) of TBI. Mice that were administered with different concentrations of HSC for three consecutive days after TBI had reduced signs of radiation sickness and increased median survival (Figure 1D). The administration of 5 and 10 g/kg of HSC increased the 30-day survival of the irradiated mice by 9% and 18%, respectively, confirming its radio-protective ability (Figure 1D). The log rank test also indicated that the survival curves were significantly different (*p* = 0.0014).

### 2.2. Effect of HSC on Radiation-Induced Tissue Injury Using Transmission Electron Microscopy

To observe the possible protective or therapeutic effect of HSC on radiation-induced tissue injury in rats, transmission electron microscopy was performed. Rats received 10 g/kg/day of HSC or water for three days prior to radiation. Significant pathological changes occurred at one day after acute lethal TBI (6.5 Gy). Damage in the liver, spleen, small intestine, thymus, testis, cortex, and hippocampus such as cytoplasmic vacuolization, dilatation of the endoplasmic reticulum, and destruction of mitochondria, as well as damage to the cellular membrane, were observed (Figure 2B1–7). In addition, the morphological signs of apoptosis were frequently detected in the splenocytes. Apoptotic splenocytes showed the marginal condensation of chromatin onto the nuclear lamina (Figure 2B2). Vacuoles and mitochondrial swelling were decreased by HSC in the different organs (Figure 2C1–7). Cell apoptosis was also significantly attenuated by HSC in the spleen (Figure 2C2). These results illustrated that pretreatment of rats with HSC before exposure to acute lethal TBI significantly attenuated the radiation-induced morphological changes in the irradiated different organs, confirming the protective or therapeutic effect of HSC on radiation-induced tissue injury.

**Figure 2:**
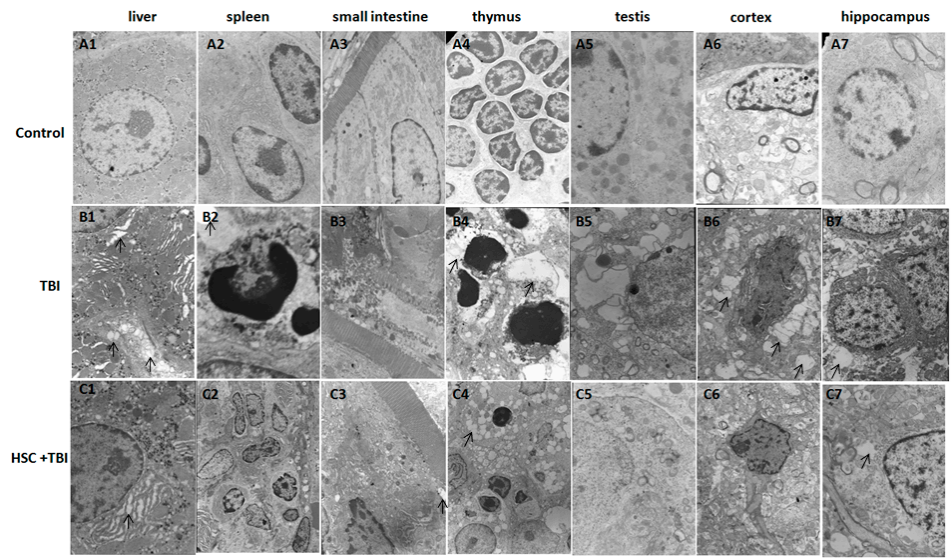
Effect of HSC on radiation-induced tissues injury at one day after exposure to lethal TBI (6.5 Gy) using transmission electron microscopy. (**A1**–**7**) Representative photographs of non-irradiated rats; (**B1**–**7**) Representative photographs of 10 TBI rats. Cell swelling and large amounts of cytoplasmic vacuoles (arrows) were observed in the different tissues at one day after exposure to lethal TBI (6.5 Gy); (**C1**–**7**) Representative photographs of 10 irradiated rats pretreated with HSC (10 g/kg) once each day for three consecutive days before exposure to 6.5 Gy TBI. HSC pretreatment attenuated the radiation-induced tissue injury such as cytoplasmic vacuoles (arrows). (Uranyl acetate and lead citrate staining, 3000×).

### 2.3. HSC Prevents Radiation-Induced Differential Expression of Many Genes

The liver was considered to be a radiosensitive organ [16]. Vacuoles and mitochondrial swelling were significantly decreased by HSC in the liver (Figure 2C1), indicating that HSC ameliorated TBI-induced liver tissue injury. To further investigate the potential molecular basis of the protective effects of HSC on irradiation damage, gene expression analysis was conducted on rats’ liver tissue using microarrays. 

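Liver RNA of 9 male Wistar rats was hybridized to one-colour Agilent rat arrays with 41012 different probes, 1 array per rat. The rats were 3 untreated controls, 3 rats exposed to 6.5 Gy TBI, and 3 rats given HSC before the same exposure, for which the paper gives 10 g/kg/day over 3 days. The livers were taken 24 h after exposure. The authors read the spots with Agilent's Feature Extraction software and normalized the signals by quantiles. For the values given here, the processed signal of each spot was set to at least 1, put on the log2 scale, normalized by quantiles over the 9 arrays and averaged over the spots of a probe, without spots marked as outliers. The values of a probe differed from the authors' normalized values by a median of 0.03 (log2) on each array. Only the 25369 probes marked well above background on all 3 arrays of at least 1 group were tested. Each pair of groups was compared by limma in 1 fit of the 3 groups, and a probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5 in either direction. The number of arrays limits the precision. With 3 rats per group, an exact two-sided permutation test reaches no p under 0.1. In data simulated on the same 25369 probes for the comparison of TBI with control, with 200 probes changed, limma called 81% of 3-fold changes and 39% of 1.8-fold changes. Fewer probes changed there than limma called in the data, which makes the adjustment stricter, so these rates may be too low.

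The share of probes marked well above background was 56.6% to 59.3% on the control arrays, 63.6% to 69.5% on the TBI arrays and 58.7% to 60.5% on the HSC + TBI arrays. The 3 control arrays lay on 1 slide and the 3 TBI arrays on another. HSC + TBI 1 and HSC + TBI 3 lay on the third slide and HSC + TBI 2 on the fourth. No slide held rats of more than 1 group, so no comparison within a slide was possible.

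**Figure D1:**
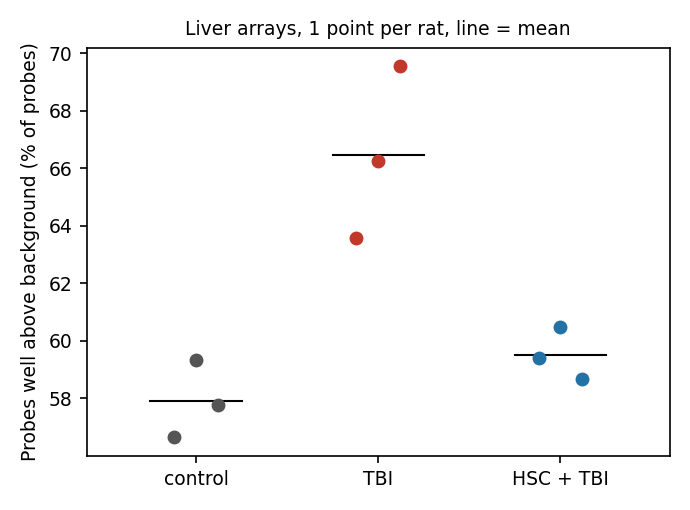
Share of probes marked well above background (% of the 41012 probes) on each array, with 1 point per rat and a line at the mean of the 3 rats. The lowest TBI array, at 63.6%, lies above the highest array of the other groups, at 60.5%.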

A heatmap was generated (Figure 3), representing 3428 transcripts (probesets) comparing significantly differentially regulated genes (*p* < 0.01) for each treatment group (Radiation, HSC + Radiation) *versus* untreated controls by using one-way analysis of variance (one-way ANOVA) (additional file 1). 

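Across the 3 groups, 1757 of the tested probes differed by limma's F-test at a Benjamini-Hochberg adjusted p under 0.05. By the methods' one-way analysis of variance on the same probes and values, 2346 passed an unadjusted p under 0.01. Of the other settings tried, a fit with the slide as a block moved the count most, to 12356. The within-slide correlation behind that fit (-0.33) could be estimated from the HSC + TBI rats alone, so this count carries little weight. With fewer arrays a count can fall by lower precision alone, and the F-test's count also changed with single rats left out. It was 761 without control 2, 654 without control 3, 948 without TBI 2, 882 without HSC + TBI 1 and 1108 without HSC + TBI 3.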

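Over the tested probes, Pearson's r between the log2 values of 2 control rats was 0.986 to 0.988, between 2 TBI rats 0.973 to 0.984, and between 2 HSC + TBI rats 0.986 to 0.991. Between groups it was 0.963 to 0.970 for TBI and control rats, 0.969 to 0.981 for HSC + TBI and control rats, and 0.972 to 0.981 for HSC + TBI and TBI rats. These correlations run across probes, which are not independent replicates. For each of the 9 rats the highest r was with a rat of the same group. This held for 8 of 9 rats with Spearman's rho, with normexp background correction, or with only the probes above background on every array. Without TBI 2 it held for 6 of the 8 rats left. Average-linkage clustering of the rats into 3 groups put the controls together, joined TBI 1 and TBI 2 with the 3 HSC + TBI rats, and left TBI 3 alone. Over only the probes that differed among the groups, which were selected for that difference, the same clustering returned the 3 treatment groups.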

Cluster analysis of the microarray results revealed that three rats from the same group were the closest, indicating that all the experimental data in this study were reliable.

**Figure 3:**
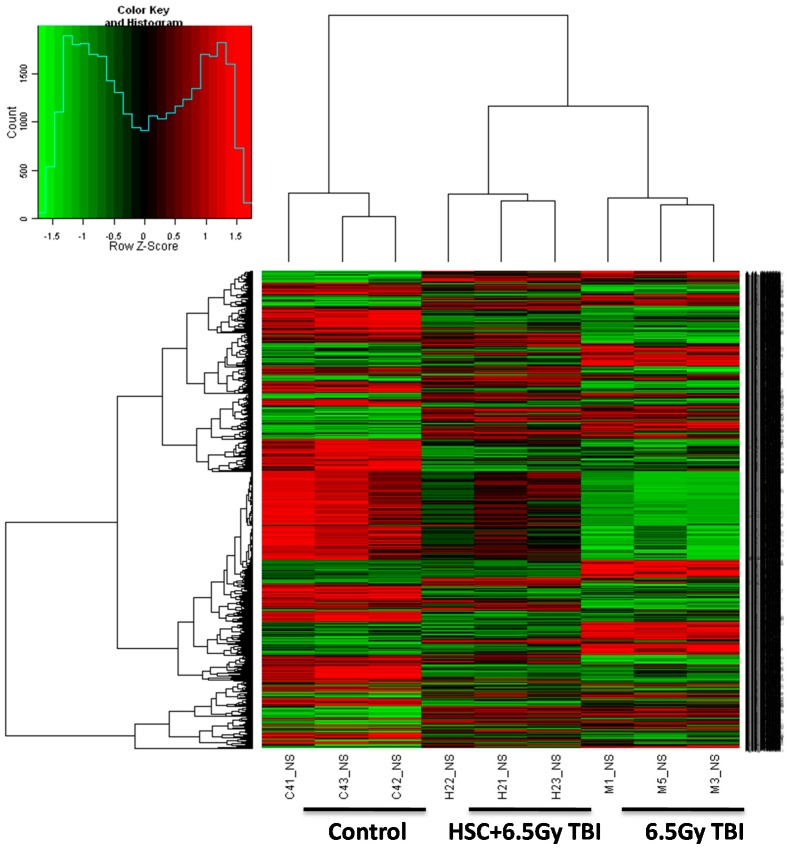
Cluster analysis of individual rats according to the profile of gene expression examined. Genes are organized by hierarchical clustering based on overall similarity in expression patterns. Red represents relative expression greater than the median expression level across all samples, and green represents an expression level lower than the median. Black indicates intermediate expression. Rats from the same treatment group (6.5 Gy TBI, 10 g/kg HSC + 6.5 Gy TBI) were the closest.

A combined algorithm with simple *t*-test and fold change was used to find differentially expressed genes. 

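Between TBI and control rats, limma called 1841 of the 25369 probes, which cover 831 of the 9617 genes with a named probe. The smallest adjusted p was 3.17e-06. An adjusted p under 0.05 without a minimum fold change was met by 2056 probes, and an unadjusted p under 0.05 by 6453. The methods' t-test with an unadjusted p under 0.05 and a ratio of means of at least 1.5 called 2129 of the same probes. Adjusting that test's p moved the count most among the settings tried, to 7 probes. By limma, 1140 probes were called without control 2 and 888 without control 3, and the other rats left out in turn gave between 1242 and 2399.

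Among named probes above background on all 6 arrays and with no overlap between the groups, the largest changes were as follows. Cdkn1a (gene ID 114851) rose from 8.34 ± 0.43 to 13.71 ± 0.30 (log2 signal, SD, n = 3 rats per group), a log2 fold change of 5.37 (standard error 0.25, adjusted p = 3.42e-05 by limma). Gdf15 (29455) rose from 6.17 ± 0.45 to 10.43 ± 0.25, a log2 fold change of 4.26 (standard error 0.29, adjusted p = 2.09e-04). Both were called whichever rat was left out. Upp2 (295620) fell from 10.57 ± 0.54 to 6.45 ± 1.32, a log2 fold change of -4.12 (adjusted p = 0.0213). It was no longer called without control 1, control 2 or control 3, with values between -4.62 and -3.37 over all rats left out. Chac1 (362196) had a log2 fold change of 4.00 (adjusted p = 0.0193) and was not called without control 1, control 3 or TBI 2, with values between 3.43 and 4.76. Nr4a1 (79240) had a log2 fold change of 3.82 (adjusted p = 0.0134) and was not called without control 3, with values between 3.39 and 4.39.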

By a threshold of *p* < 0.05 and absolute fold change (FC) ≥ 1.5, 2126 differentially expressed genes (transcripts) were selected by comparison between radiation and wild-type (control) samples (additional file 2). Among the genes originally displaying FC ≥ 1.5, 1067 were down-regulated and 1059 up-regulated. 

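Of the probes called by limma, 896 were higher and 945 lower in TBI than in control rats. The methods' t-test gave 1028 higher and 1101 lower. Under a 75th percentile shift in place of quantile normalization the higher probes made up 57.3% of limma's calls, against 48.7% with quantiles. Many calls rest on signals near background. Of the higher probes, 563 were above background on all 6 arrays compared and 237 on no control array. Of the lower probes, 802 were above background on all 6 arrays and 48 on no TBI array.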

In the pretreatment with HSC groups, only 728 out of 2126 genes were still differentially expressed in response to radiation. These results indicated that the treatment with HSC prevented the radiation-induced differential expression of 66% (1398 genes) of genes (additional file 3). 

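Between HSC + TBI and control rats, limma called 823 probes (302 higher, 521 lower) from 408 named genes, with a smallest adjusted p of 2.09e-06. Of the probes called after TBI, 546 were called here too, and each of them changed in the same direction in both groups. By the methods' t-test, 1692 probes were called in HSC + TBI rats, among them 719 of those it called after TBI. With that test's p adjusted, the setting that moved the count most, 1 probe was left. Without control 2 the count by limma was 367, without control 3 it was 330, and it was 315, 345 and 482 without HSC + TBI 1, HSC + TBI 2 and HSC + TBI 3.

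By the rule used for TBI, the largest changes included Cdkn1a (log2 fold change 4.88, adjusted p = 8.72e-05) and Gdf15 (4.05, adjusted p = 2.96e-04) again. Rsad2 (gene ID 65190) fell from 10.66 ± 0.65 to 6.76 ± 0.90 (log2 signal, SD, n = 3), a log2 fold change of -3.90 (standard error 0.45, adjusted p = 0.00318), beside -3.70 after TBI alone. Isg15 (298693) had a log2 fold change of -3.67 (adjusted p = 0.00681), beside -3.08 after TBI alone. Both were called against control in the 2 irradiated groups whichever rat was left out. Slpi (84386) fell from 10.90 ± 0.52 to 7.10 ± 0.17, a log2 fold change of -3.80 (adjusted p = 0.0106), and was not called without control 3 or HSC + TBI 1, with values between -4.08 and -3.58. After TBI alone its log2 fold change was -1.38 (adjusted p = 0.173), called only without TBI 2, with values between -2.01 and -0.70. The difference of -2.42 between HSC + TBI and TBI rats was not called (adjusted p = 0.102) except without TBI 1, with values between -3.10 and -1.79.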

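Of the probes called after TBI, 1295 were not called after HSC + TBI, which is 70.3% by limma. By the methods' t-test it was 1410 probes, or 66.2%. The share moved most when that test's p was adjusted, to 100% of the few probes left, and with each rat left out in turn it lay between 57.3% and 82.8%. With the 2 irradiated groups exchanged, 277 of the probes called after HSC + TBI were not called after TBI, or 33.7%, and by the methods' t-test 973 of 1692, or 57.5%. The list of genes no longer called does not itself test whether the irradiated groups differ. In the direct comparison of HSC + TBI with TBI rats, limma called 202 probes (59 higher, 143 lower) from 87 named genes, with a smallest adjusted p of 5.06e-05. Higher probes were 29.2% of these calls with quantiles and 13.7% under a 75th percentile shift. The direct comparison called 166 of the 1295 probes (12.8%). An unadjusted p under 0.05 was met by 4134 probes. The methods' t-test called 933, among them 432 (30.6%) of its 1410, and 0 after adjustment.

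The count of 202 changed with every rat left out, and a fit with fewer rats can lose calls by its lower precision alone. It was 111 without control 1, 103 without control 2, 99 without control 3, 946 without TBI 1, 28 without TBI 2, 591 without TBI 3, 45 without HSC + TBI 1, 105 without HSC + TBI 2 and 61 without HSC + TBI 3. Over the probes called after TBI, the log2 fold change after HSC + TBI was a median of 59.7% of that after TBI. It had the same sign for 1704 of them (92.6%) and was smaller for 1513 (82.2%). Selecting probes by 1 group by itself makes the changes of the other group smaller. In 20 simulations with equal true means in both irradiated groups, that median was 90.5% to 92.9%. The simulations assume that the irradiated rats vary as the fit estimates. In them limma called 2480 to 2670 probes after TBI, beside 1841 in the data. The simulated changes were thus called more often than the real ones, so the range may understate how far selection alone lowers the median. Of the 823 probes called after HSC + TBI, 587 (71.3%) were smaller after TBI.

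Zbtb16 (gene ID 353227) had a log2 signal of 7.02 ± 0.31 in control, 4.62 ± 0.74 in TBI and 7.80 ± 0.39 in HSC + TBI rats (SD, n = 3). HSC + TBI exceeded TBI by 3.18 (standard error 0.36, adjusted p = 0.0127), after a change of -2.40 by TBI (adjusted p = 0.00738), and both calls held with any rat left out. Among the called and named probes above background on all arrays of both groups, with no overlap of their rats, the next largest differences were in genes that were lower after HSC + TBI than after TBI and were not called after TBI. Ptprc (24699) differed by -1.75 (adjusted p = 0.0150), a call that was lost without TBI 2. Pla2g7 (301265) differed by -1.70 (adjusted p = 0.0153), lost without TBI 2 or HSC + TBI 3. Ccl3 (25542) differed by -2.14 (adjusted p = 0.0402), lost without control 2, control 3, TBI 2 or any HSC + TBI rat. Ly6c (56778) differed by -2.54 (adjusted p = 0.0447) and was called only with control 1 or TBI 1 left out, or with no rat left out. With a rat left out, the differences of these 4 genes lay from -1.84 to -1.61, from -1.88 to -1.50, from -2.50 to -1.88 and from -2.81 to -2.26, in that order. From the genes still differentially expressed after pretreatment, the paper concludes that HSC prevented the radiation-induced differential expression of the remaining genes.

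**Figure D2:**
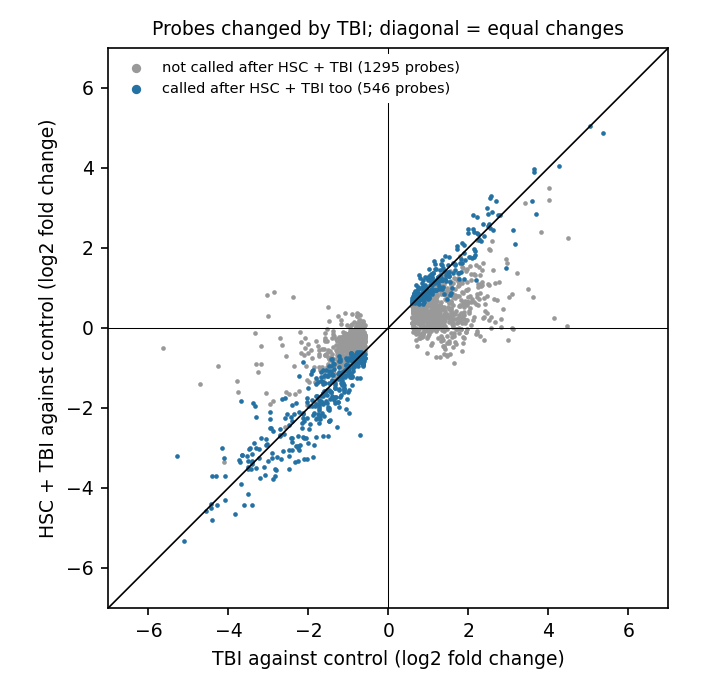
Log2 fold change against control after TBI (horizontal axis) and after HSC + TBI (vertical axis) of the 1841 probes called after TBI, 1 point per probe, with the line of equal changes. The probes were selected by their change after TBI, which by itself draws the points from the diagonal towards the horizontal line at 0.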

We focused on these genes for which radiation-induced alteration of expression was abolished or attenuated by HSC pretreatment, as these genes might be regulated by HSC and involved in the protective effects against radiation.

Gene ontology (GO) annotation was further performed for these genes in terms of molecular function, cellular components, and biological processes. Distribution of the genes in different GO categories at level 2 was shown in Figure 4. The highly represented GO terms were binding and catalytic activity for molecular function, cell part, and cell for cellular component, cellular process, and biological regulation for biological process.

**Figure 4:**
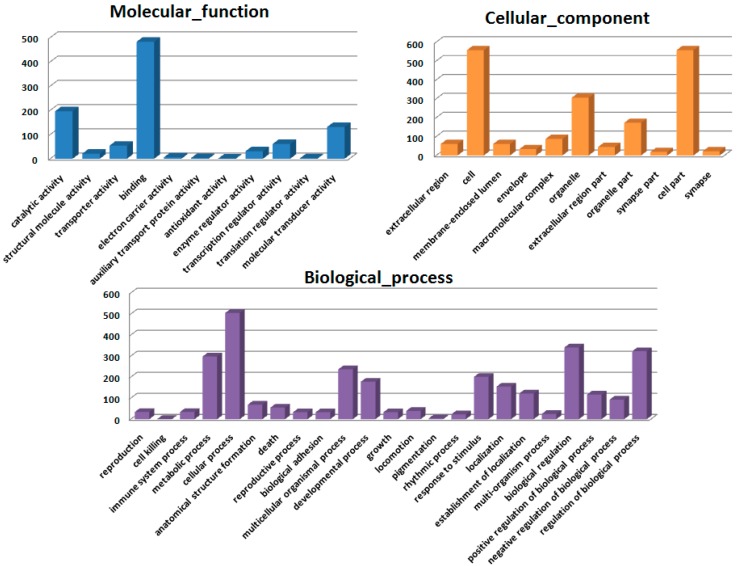
GO ontology analysis of genes for which radiation-induced alteration of expression was abolished or attenuated by HSC. Gene ontology (level 2) for the transcriptome under Molecular_function, Cellular_component, and Biological_process.

Pathway enrichment analysis indicated that these genes were mainly involved in a total of 32 pathways, such as olfactory transduction, neuroactive ligand-receptor interaction, pathways in cancer, the calcium signaling pathway, vascular smooth muscle contraction, cytokine-cytokine receptor interaction, the mitogen-activated protein kinase (MAPK) signaling pathway, the peroxisomal proliferator-activated receptor (PPAR) signaling pathway, the gonadotropin-releasing hormone (GnRH) signaling pathway, the Wnt signaling pathway, the janus kinase-signal transducers and activators of the transcription (Jak-STAT) signaling pathway, the Notch signaling pathway, purine metabolism, glutathione metabolism, and fatty acid metabolism (Table 1). For example, the 10 genes presented in Table 2 were involved in the MAPK pathway. 

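The arrays carry 1087 probes for olfactory receptors. Of these, 193 (17.8%) passed the background filter, against 61.9% of all probes, and 612 were above background on no array. The share above background was a median of 10.2% on control, 24.8% on TBI and 13.1% on HSC + TBI arrays. The methods' t-test called 47 of these probes after TBI, 44 of them higher, and 45 were not called after HSC + TBI. Of the 47, 12 were above background on all control and TBI arrays, and 26 on no control array. Limma called 33 after TBI, 1 after HSC + TBI and 13 between HSC + TBI and TBI rats.

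The enrichment of olfactory receptors among the genes called by the methods' t-test after TBI and not after HSC + TBI depended on the background set. Against genes that passed the filter it was 45 of 597 genes beside 193 of 9617 (Fisher's exact test, one-sided, p = 3.86e-15). Against genes above background on every array it was 12 of 412 beside 77 of 8547 (the same exact test, p = 0.000285). With no filter on the calls or the background, it was 62 of 796 beside 1083 of 13451 (exact test, p = 0.630). Set tests used 1 probe per gene. The median log2 fold change of the 193 receptors after TBI was 0.75, with 161 of 193 higher (adjusted p = 8.01e-13 by camera, 0.00328 by fry). It was 0.09 with no filter on dim probes and 0.43 with only probes above background on all arrays. With the 68 receptors that were dim on all arrays of a group set to the lowest fold change their signals allow, or left out where none was allowed (19), the median was 0.52. After HSC + TBI the median was 0.22 (adjusted p = 0.00599 by camera, 0.158 by fry), a list no longer called with no filter (adjusted p = 0.695 by camera). Between HSC + TBI and TBI rats it was -0.42 (adjusted p = 1.04e-09 by camera, 0.0192 by fry), -0.02 with no filter and -0.16 with only probes above background on all arrays. Enrichment of the other pathways was not analysed here.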

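Of the genes of Tables 2–6 and Figure 5, 31 of 32 were matched to probes, Ask1 being the exception. A gene's probe was the one in the paper's additional file 2, otherwise one whose fold changes lay within 0.05 of the paper's tables, otherwise the brightest. For the 8 genes with several probes the choice therefore rests in part on the paper's own values. After TBI, 26 genes were higher and 5 lower than in the controls, and the 3 TBI rats did not overlap with the 3 control rats for any of the 31. Limma called 22 (19 higher, 3 lower) and the methods' t-test 29. Adjusted over the list alone, limma called 31, which is not independent evidence, since the paper chose the list on these rats. Adjusting the p of the methods' t-test moved the count most, to 0. By limma it was 11, 7 and 7 without control 1, control 2 and control 3, and 12, 7 and 14 without TBI 1, TBI 2 and TBI 3. Map4k4, Acsl5, Ptcra and Rbpjl were called whichever rat was left out.

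By the probes used, each of the 31 genes lay nearer the controls after HSC + TBI than after TBI, in a list the paper chose on these rats. Against control, limma and the methods' t-test called 0 of them after HSC + TBI, with 12 at an unadjusted p under 0.05. Cyp4a8 was called there without control 1, at 1.96. In the direct comparison of HSC + TBI with TBI rats limma called 1 (Ptcra), with 19 at an unadjusted p under 0.05, 9 when adjusted over the list alone, and 8 by the methods' t-test. That call of Ptcra was lost without any 1 of the controls or the HSC + TBI rats, or without TBI 2. Without TBI 1 the count was 2, with Cyp4a1 at -0.68, and without TBI 3 it was 3, with Ppard at -1.27 and Ctf1 at -0.63.

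The 8 genes of Table 2 that the paper gives as higher after TBI were all called. Map4k4 (gene ID 301363) had a log2 signal of 8.86 ± 0.18 in control, 9.65 ± 0.09 in TBI and 9.32 ± 0.04 in HSC + TBI rats (SD, n = 3). The log2 fold change after TBI was 0.79 (standard error 0.12, adjusted p = 0.00804), and the difference between HSC + TBI and TBI was -0.33 (adjusted p = 0.238). The table's gene ID for Map4k4 now belongs to another gene, so it was matched by its symbol. Pla2g2a (29692) had 5.69 ± 0.70, 8.24 ± 0.42 and 7.65 ± 1.00, a log2 fold change of 2.55 after TBI (adjusted p = 0.0222). The call was lost without control 1, control 2, TBI 1 or TBI 2, with values between 2.23 and 2.92, and HSC + TBI differed from TBI by -0.59 (adjusted p = 0.607). Taok2 (64666) had 8.25 ± 0.18, 8.96 ± 0.18 and 8.13 ± 0.30. The change of 0.71 (adjusted p = 0.0478) was called with all rats or without HSC + TBI 2 but with no other rat left out, and lay between 0.61 and 0.79. Its difference between HSC + TBI and TBI was -0.83 (adjusted p = 0.0853). Cacna1e (54234) was above background on 1 control, 3 TBI and 2 HSC + TBI arrays. It rose by 1.10 (log2) after TBI (adjusted p = 0.0179, lost without control 2, between 0.95 and 1.20), and HSC + TBI differed from TBI by -0.97 (adjusted p = 0.0847). The second Cacna1e probe changed by 0.25 after TBI (adjusted p = 0.714). Cacna1s (682930) was above background on the TBI arrays alone, at least 1.71-fold higher than in controls (adjusted p = 0.0268, lost without control 2, control 3, TBI 1 or TBI 2) and at least 2.00-fold higher than in HSC + TBI rats (adjusted p = 0.0836).

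**Figure D3:**
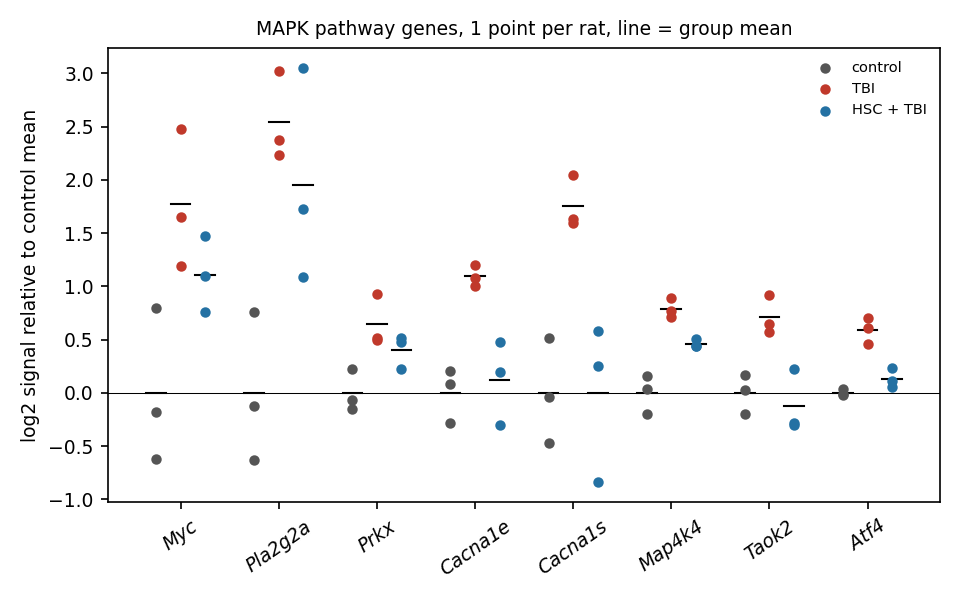
Log2 signal of the 8 genes of Table 2 that the paper gives as higher after TBI, relative to the mean of the 3 control rats, with 1 point per rat and a line at each group's mean. The TBI rats lie above the control rats for each gene, and the HSC + TBI means of all but Cacna1s lie between the TBI mean and the control mean or, for Taok2, below the control mean. Cacna1s was above background on the TBI arrays alone, so its control and HSC + TBI points are not ranked.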

Eight of the gene expressions were evidently up-regulated by radiation and these up-regulations were abolished or attenuated by pretreatment with HSC. Nine genes were involved in the PPAR signaling pathway (Table 3). 

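Of the 9 genes of Table 3, limma called Acsl5, Cyp4a8, Cyp4a1 and Cpt1b after TBI, and the methods' t-test called all but Gk. Acsl5 (gene ID 94340) rose from 13.12 ± 0.20 to 13.84 ± 0.10 (log2 signal, SD, n = 3), a log2 fold change of 0.73 (standard error 0.13, adjusted p = 0.0148). HSC + TBI differed from TBI by -0.31 (adjusted p = 0.292). Cyp4a8 (266674) rose from 12.91 ± 0.83 to 14.77 ± 0.39, a log2 fold change of 1.87 (adjusted p = 0.0241), and stayed at 1.50 after HSC + TBI (adjusted p = 0.0792). Its call after TBI was lost without control 2, control 3, TBI 1 or TBI 2, with values between 1.52 and 2.33. Cyp4a1 (50549) rose by 0.89 (adjusted p = 0.0286), lost without control 1, control 3, TBI 2 or TBI 3, with values between 0.76 and 1.11.

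The Cpt1b (25756) probe was above background on 0 control, 3 TBI and 2 HSC + TBI arrays, at least 1.58-fold higher after TBI (adjusted p = 0.0280, lost without control 2, control 3, TBI 1 or TBI 3). A brighter Cpt1b probe rose by 1.01 after TBI (adjusted p = 0.00521) in a call that held with any rat left out, and by 0.76 after HSC + TBI (adjusted p = 0.0257). The second call was lost without any 1 of the controls, HSC + TBI 1 or HSC + TBI 2, with values between 0.64 and 0.90. For that probe HSC + TBI differed from TBI by -0.25 (adjusted p = 0.429).

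The other genes did not pass limma's threshold with all rats. Ppard (25682) rose by 0.89 (standard error 0.26, adjusted p = 0.0703), and HSC + TBI differed from TBI by -1.05 (adjusted p = 0.112). It was above background on 2 control, 3 TBI and 1 HSC + TBI arrays. Acaa1b (501072) rose by 0.87 (adjusted p = 0.0693) and Gk (79223) by 0.60 (adjusted p = 0.0657). Ppara (25747) changed by -0.62 (adjusted p = 0.0609) and Me1 (24552) by -0.60 (adjusted p = 0.0698). Ppard, Ppara and Me1 were called without TBI 3, at 1.12, -0.73 and -0.74, and Gk without control 1, at 0.77. After HSC + TBI the difference from control was -0.03 for Ppara (adjusted p = 0.949) and -0.44 for Me1 (adjusted p = 0.208). A second Me1 probe, above background on all arrays, was at 0.501 of its control level after TBI (adjusted p = 0.0774) and at 0.457 after HSC + TBI (adjusted p = 0.0806), where the methods' t-test called it. Limma called it against control in both irradiated groups without TBI 3, and with no other rat left out. For that probe, the difference between HSC + TBI and TBI was -0.13 (log2, adjusted p = 0.853). The adjusted p between HSC + TBI and TBI was 0.112 or more for all 9 genes.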

Seven of the gene expressions were evidently up-regulated by radiation and these up-regulations were abolished or attenuated by pretreatment with HSC. Eight genes were involved in the GnRH signaling pathway (Table 4). 

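Of the 8 genes of Table 4, limma and the methods' t-test each called all but Mmp2 after TBI. Pla2g2a, Prkx, Cacna1s and Atf4 are in Table 2 too. Hbegf (gene ID 25433) was above background on 1 control, 3 TBI and 2 HSC + TBI arrays. It rose from 3.57 ± 0.16 to 4.87 ± 0.27 (log2 signal, SD, n = 3), a log2 fold change of 1.30 (standard error 0.24, adjusted p = 0.0169), lost without control 1 or control 3, with values between 1.14 and 1.39. HSC + TBI differed from TBI by -0.80 (adjusted p = 0.170). Src (83805) rose from 4.48 ± 0.14 to 5.15 ± 0.29, a log2 fold change of 0.66 (adjusted p = 0.0451). That call held with a rat left out only without TBI 1, with values between 0.54 and 0.83. Itpr3 (25679) fell from 5.74 ± 0.26 to 4.96 ± 0.07, a log2 fold change of -0.78 (adjusted p = 0.0375). It was lost without control 1, control 2, HSC + TBI 2 or any TBI rat, with values between -0.93 and -0.69. Mmp2 (81686) was at 9.47 ± 0.32 in control, 10.13 ± 0.32 in TBI and 10.08 ± 0.14 in HSC + TBI rats. Its log2 fold change of 0.66 after TBI (adjusted p = 0.0872) was not called with any rat left out, and HSC + TBI differed from TBI by -0.05 (adjusted p = 0.923).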

Seven of the gene expressions were evidently up-regulated by radiation and these up-regulations were abolished or attenuated by pretreatment with HSC. Six genes were involved in the Wnt signaling pathway (Table 5). All of these gene expressions were evidently up-regulated by radiation and these up-regulations were abolished or attenuated by pretreatment with HSC. 

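By limma, 4 of the 6 genes of Table 5 were called after TBI, and by the methods' t-test all 6. The adjusted p between HSC + TBI and TBI lay between 0.112 and 0.548. Wnt7a (gene ID 114850) had a log2 signal of 5.45 ± 0.12 in control, 6.14 ± 0.16 in TBI and 5.40 ± 0.40 in HSC + TBI rats (SD, n = 3). The log2 fold change of 0.69 after TBI (standard error 0.20, adjusted p = 0.0693) was called only without HSC + TBI 2, where its value was the same, and HSC + TBI differed from TBI by -0.74 (adjusted p = 0.135). Its other probes were below background on all arrays. Fzd2 (64512) rose from 5.86 ± 0.11 to 7.34 ± 0.55, a log2 fold change of 1.47 (adjusted p = 0.0445), and was at 6.85 ± 0.70 after HSC + TBI. The call was lost without any 1 of the controls, TBI 2, TBI 3 or HSC + TBI 1, with values between 1.21 and 1.76. Lrp5 (293649) rose from 7.53 ± 0.19 to 8.17 ± 0.21, a log2 fold change of 0.64 (adjusted p = 0.0427), which with a rat left out was called only without TBI 1 and lay between 0.53 and 0.75. HSC + TBI differed from TBI by -0.48 (adjusted p = 0.195) for Lrp5.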

Five genes were involved in the Notch signaling pathway (Table 6). 

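Of 4 genes of Table 6 (Ptcra, Rbpjl, Hes5 and Aph1b), limma called all but Hes5 after TBI, and the methods' t-test called all 4. Ptcra (gene ID 116462) had a log2 signal of 5.52 ± 0.08 in control, 6.37 ± 0.09 in TBI and 5.62 ± 0.14 in HSC + TBI rats (SD, n = 3). Its log2 fold change after TBI was 0.85 (standard error 0.12, adjusted p = 0.00521). HSC + TBI differed from TBI by -0.75 (adjusted p = 0.0391), and this call was lost without any 1 of the controls, TBI 2 or any HSC + TBI rat, with values between -0.80 and -0.67. Rbpjl (362268) was above background on the TBI arrays alone, at least 1.94-fold higher than in controls (adjusted p = 0.0144) and at least 2.10-fold higher than in HSC + TBI rats (adjusted p = 0.0717). Hes5 (79225) was also above background on the TBI arrays alone. It was not called against control (adjusted p = 0.0566) except without HSC + TBI 3, and as it was dim in the controls and near background no fold change is given. Aph1b (300802) fell from 9.54 ± 0.19 to 8.71 ± 0.10, a log2 fold change of -0.84 (adjusted p = 0.0343), lost without any 1 of the controls or of the TBI rats, with values between -0.94 and -0.76. For Aph1b the difference between HSC + TBI and TBI was 0.29 (adjusted p = 0.497).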

Four of the gene expressions were evidently up-regulated by radiation and these up-regulations were abolished or were attenuated by pretreatment with HSC.

**Table 1:** KEGG pathway analysis of genes for which radiation-induced alteration of expression was abolished or attenuated by HSC.

Name	Hits	Percent	Enrichment Test *p* Value
Olfactory transduction	41	3.96%	0.0064
Neuroactive ligand-receptor interaction	16	5.63%	0.0043
Pathways in cancer	15	4.66%	0.0251
Calcium signaling pathway	13	6.99%	0.0017
Vascular smooth muscle contraction	11	9.09%	5.00 × 10^−4^
Gap junction	10	11.24%	2.00 × 10^−4^
Cytokine-cytokine receptor interaction	10	4.83%	0.0494
MAPK signaling pathway	10	3.72%	0.1465
Systemic lupus erythematosus	9	6.77%	0.0101
Purine metabolism	9	5.39%	0.035
PPAR signaling pathway	9	11.39%	4.00 × 10^−4^
Tight junction	8	6.02%	0.0269
GnRH signaling pathway	8	8.08%	0.0058
Axon guidance	8	6.30%	0.0214
ECM-receptor interaction	7	9.21%	0.005
Protein digestion and absorption	6	7.69%	0.0195
Wnt signaling pathway	6	3.90%	0.2176
Hematopoietic cell lineage	6	7.59%	0.0205
Adipocytokine signaling pathway	6	8.57%	0.0124
Jak-STAT signaling pathway	6	4.08%	0.1902
Acute myeloid leukemia	6	10.71%	0.0047
Notch signaling pathway	5	10.00%	0.0124
Glutathione metabolism	5	8.93%	0.0187
Fatty acid metabolism	5	10.42%	0.0106
Bile secretion	5	6.76%	0.0494
Starch and sucrose metabolism	4	8.51%	0.0394
Staphylococcus aureus infection	4	8.16%	0.0444
Mineral absorption	4	8.70%	0.037
Galactose metabolism	4	16.00%	0.0058
Circadian rhythm	4	19.05%	0.0033
Carbohydrate digestion and absorption	4	10.53%	0.021
ABC transporters	4	8.89%	0.0347

**Table 2:** The 10 genes that were involved in the MAPK pathways.

Gene ID	Symbol	Description	Fold Change	
			TBI	HSC + TBI
24577	Myc	Myelocytomatosis oncogene	3.41	2.03
29692	Pla2g2a/sPLA2	Phospholipase A2, group IIA	5.65	4.25
501563	Prkx	Protein kinase, X-linked	1.58	1.32
54234	Cacna1e	Calcium channel, voltage-dependent, R type, α 1E subunit	2.14	1.10
682930	Cacna1s	Calcium channel, voltage-dependent, L type, α 1S subunit	3.30	1.04
301343	Map4k4	Mitogen-activated protein kinase kinase kinase kinase 4	1.75	1.37
64666	Taok2	TAO kinase 2	1.66	0.93
79255	Atf4	Activating transcription factor 4	1.54	1.11
365057	Ask1	Similar to apoptosis signal-regulating kinase 1	0.42	0.85
59109	Ntrk1	Neurotrophic tyrosine kinase, receptor, type 1	0.29	0.58

**Table 3:** The nine genes that were involved in the PPAR signaling pathway.

Gene ID	Symbol	Description	Fold Change	
			TBI	HSC + TBI
25682	Ppard	Peroxisome proliferator-activated receptor delta	1.88	0.89
94340	Acsl5	Acyl-CoA synthetase long-chain family member 5	1.67	1.34
266674	Cyp4a8	Cytochrome P450, family 4, subfamily a, polypeptide 8	3.35	2.56
501072	Acaa1b	Acetyl-Coenzyme A acyltransferase 1B	1.85	1.35
50549	Cyp4a1	Cytochrome P450, family 4, subfamily a, polypeptide 1	1.93	1.36
25756	Cpt1b	Carnitine palmitoyltransferase 1b, muscle	2.11	1.39
79223	Gk	Glycerol kinase	1.52	1.32
25747	Ppara	Peroxisome proliferator activated receptor alpha	0.66	0.99
24552	Me1	Malic enzyme 1, NADP(+)-dependent, cytosolic	0.67	0.74

**Table 4:** The eight genes that were involved in the GnRH signaling pathway.

Gene ID	Symbol	Description	Fold Change	
			TBI	HSC + TBI
25433	Hbegf	Heparin-binding EGF-like growth factor	2.50	1.46
81686	Mmp2	Matrix metallopeptidase 2	1.74	1.50
682930	Cacna1s	Calcium channel, voltage-dependent, L type, α 1S subunit	3.30	1.04
29692	Pla2g2a	Phospholipase A2, group IIA	5.65	4.25
83805	Src	V-src avian sarcoma (Schmidt-Ruppin A-2) viral oncogene homolog	1.62	1.16
79255	Atf4	Activating transcription factor 4	1.54	1.11
501563	Prkx	Protein kinase, X-linked	1.58	1.32
25679	Itpr3	Inositol 1,4,5-trisphosphate receptor, type 3	0.58	0.84

**Table 5:** The six genes that were involved in the Wnt signaling pathway.

Gene ID	Symbol	Description	Fold Change	
			TBI	HSC + TBI
114850	Wnt7a	Wingless-type MMTV integration site family, member 7A	1.63	0.99
64512	Fzd2	Frizzled family receptor 2	2.95	2.16
293649	Lrp5	Low density lipoprotein receptor-related protein 5	1.57	1.12
25682	Ppard	Peroxisome proliferator-activated receptor Δ	1.88	0.89
501563	Prkx/PKA	Protein kinase, X-linked	1.58	1.32
24577	Myc	Myelocytomatosis oncogene	3.41	2.03

**Table 6:** The five genes that were involved in the Notch signaling pathway.

Gene ID	Symbol	Description	Fold Change	
			TBI	HSC + TBI
79225	Hes5	hes family bHLH transcription factor 5	2.28	1.70
360801	Ncor2	nuclear receptor co-repressor 2	1.61	1.31
116462	Ptcra	pre T-cell antigen receptor α	1.81	1.08
362268	Rbpjl	recombination signal binding protein for immunoglobulin kappa J region-like	2.29	1.08
300802	Aph1b	APH1B gamma secretase subunit	0.56	0.70

To validate the consistency of microarray analysis in the present study, we compared gene expression levels of eight selected genes (Myc (MAPK pathways and Wnt signaling pathway), Ntrk1 (MAPK pathways), Atf4 (MAPK pathways and GnRH signaling pathway), Cacna1s (GnRH signaling pathway), Ctf1 (cardiotrophin 1, Cytokine-cytokine receptor interaction and Jak-STAT signaling pathway), Ppard (Wnt signaling pathway and PPAR signaling pathway), Wnt7a and Prkx (Wnt signaling pathway)) between microarray and real-time PCR. We determined the mean value of expression of the selected genes in five independent rats from each treatment group. This was compared with those in pooled RNA from five non-irradiated rats. 

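On the arrays, 7 of the genes also measured by PCR (Myc, Atf4, Cacna1s, Ctf1, Ppard, Wnt7a and Prkx) were higher after TBI. The TBI rats lay wholly apart from the control rats for all 7, the HSC + TBI rats apart from the control rats for 1, and the HSC + TBI rats apart from the TBI rats for 5. The paper chose these genes on the same rats, so these counts do not test the pattern. Limma called 5 of the 7 after TBI, all but Ppard and Wnt7a, and no call held with every rat left out in turn. Between HSC + TBI and TBI the adjusted p lay between 0.0836 and 0.506. Ctf1 (gene ID 29201) had a log2 signal of 7.33 ± 0.08 in control, 7.94 ± 0.18 in TBI and 7.41 ± 0.12 in HSC + TBI rats (SD, n = 3). Its log2 fold change after TBI was 0.61 (standard error 0.13, adjusted p = 0.0253), lost without any 1 of the controls, TBI 1 or TBI 2, with values between 0.52 and 0.70. HSC + TBI differed from TBI by -0.53 (adjusted p = 0.106). The PCR measurements were not analysed here.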

The qualitative changes in gene expression levels were consistent between microarray and real-time PCR (Figure 5).

**Figure 5:**
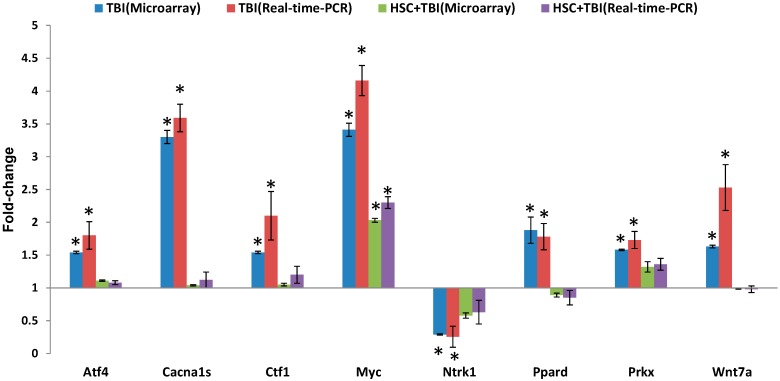
Quantitative real-time PCR confirmation of the microarray data. qRT-PCR was performed on eight genes where TBI-induced alteration of expression was abolished or attenuated by 10 mg/kg HSC pretreatment. RNA samples of different groups (*n* = 5 per group) were prepared 24 h after exposure to 6.5 Gy TBI. Gene expression levels are shown as the mean normalized to the expression of the housekeeping gene beta-actin. Each sample was measured in triplicate. Columns, the mean of three or four rats in the microarray experiment or the mean of five rats in PCR; bars, SD. * indicates statistical significance compared to control (non-irradiation) by *t*-test, * *p* < 0.05. Comparison of fold change produced by microarray with relative expression ratio obtained from real-time PCR with good concordance.

## 3. Discussion

HSC is composed of 11 crude drugs and several of them have been reported to have protective effects against radiation. For example, ginseng appeared to be a promising radio-protector for therapeutic or preventive protocols capable of attenuating the deleterious effects of radiation on normal human tissue, especially for cancer patients undergoing radiotherapy [14]. Catalpol (a main bioactive component in the roots of *Rehmannia glutinosa*) decreased plasma malondialdehyde (MDA) intestinal 8-hydroxydeoxyguanosine (8-OHdG) levels and increased plasma endogenous antioxidants and peripheral white blood cells and platelets *in vivo*, which suggested that catalpol possessed notable radio-protective activity by reducing reactive oxygen species (ROS) [17]. The components of *Cornus officinalis* showed significant free radical-scavenging activity and inhibitory effects on melanogenesis induced by radiation [11]. *Millettia dielsiana* had an anti-inflammatory effect, decreasing NO production [8]. The extracts of *Fructus crataegi* were reported to have a radio-protective effect with antioxidant activity [12,13] and protected lymphocytes from the effects of radiation [10]. *Citri reticulatae pericarpium* possessed various pharmacological effects involved in antioxidant ability against hydroxyl-induced DNA damage [9]. *Anemarrhenae* *Rhizoma* showed various bioactivities, such as anti-tumor, anti-oxidation, anti-microbial, anti-virus, anti-inflammation, anti-osteoporosis, anti-skin aging and damage effects, as well as other activities [18]. The combination of different types of medical herbs above in HSC can benefit from each other with different roles in the formula, and ultimately gain the goal of enhancing efficacy, which caters to the core thinking of traditional Chinese medicine theory.

The present study revealed that pre-administration of HSC reduced the radiation sickness characteristics and improved the 30-day survival of the irradiated rats and mice (Figure 1). In addition, the administration of HSC also increased the 30-day survival of mice after exposure to lethal TBI (Figure 1D). Our study clearly demonstrated that acute, lethal TBI of different organs was associated with significant ultrastructural changes indicative of cell damage. It also indicated that the administration of HSC was able to minimize these changes (Figure 2), confirming the protective effect of HSC on radiation-induced tissue injury. Gene expression profiles revealed a dramatic effect of HSC on alterations of gene expression caused by lethal TBI. Pretreatment with HSC prevented the differential expression of 66% (1398 genes) of 2126 genes differentially expressed in response to radiation. We focused on these genes regulated by radiation and the alterations of expression were abolished or attenuated by HSC pretreatment, as these genes might be regulated by HSC and involved in the protective effects on radiation. GO ontology analysis indicated that these genes were mainly involved in the highly enriched terms such as binding and catalytic activity for molecular function, cell parts, and cells for cellular components, cellular processes, and biological regulations for biological processes. Pathway enrichment analysis indicated that these genes were mainly involved in a total of 32 pathways (Table 1). Most of these pathways were reported to be induced by radiation in the previous studies. The pathways include olfactory transduction [19], cytokine-cytokine receptor interaction [19], neuroactive ligand-receptor interaction [20], pathways in cancer [21,22,23], MAPK signaling pathways [24], PPAR signaling pathways [25], GnRH signaling pathways [26], Notch signaling pathways [17,27,28], calcium signaling pathways [22], Wnt signaling pathways [29,30], and Jak-STAT signaling pathways [31], suggesting that HSC has radio-protective effects mainly or partially through the modulation of these pathways. For example, the Wnt pathway was activated by ionizing radiation [30]. Here, all the gene expressions involved in the Wnt signaling pathway (Table 5) were evidently up-regulated by radiation and these up-regulations were abolished or attenuated by pretreatment with HSC. Changes in Notch signaling were previously identified under the action of ionizing radiation [28]. Here, five genes were involved in the Notch signaling pathway (Table 6). Four of these gene expressions were evidently up-regulated by radiation and these up-regulations abolished or were attenuated by pretreatment with HSC. In addition, metabolomic studies demonstrated that HSC could restore the metabolic pathways perturbed by radiation, such as fatty acid metabolism, purine metabolism, tryptophan metabolism, and phenylalanine metabolism [15]. Here, our analysis indicated that the pretreatment of rats with HSC modulated radiation-induced fatty acid metabolism, purine metabolism, glutathione metabolism, starch and sucrose metabolism, and glutathione metabolism, suggesting that HSC might provide protective effects partially through the modulation of these metabolic pathways.

Since ionizing radiation induces the simultaneous compensatory activation of multiple MAPK pathways [24], we focused on these pathways. These pathways played critical roles in controlling cell survival and repopulation effects following irradiation, in a cell-type-dependent manner [24]. The 10 genes presented in Table 2 were involved in the MAPK pathways. Eight of the gene expressions were evidently up-regulated by radiation and these up-regulations were abolished or attenuated by pretreatment with HSC. These radiation-induced genes included myelocytomatosis oncogene (Myc), phospholipase A2, group IIA (Pla2g2a or sPLA2), mitogen-activated protein kinase 4 (Map4k4), protein kinase X-linked (Prkx), voltage-dependent calcium channel R type α 1E subunit (Cacna1e), voltage-dependent calcium channel L type α 1S subunit (Cacna1s), TAO kinase 2 (Taok2), and activating transcription factor 4 (Atf4). In contrast, the expressions of neurotrophic tyrosine kinase receptor type 1 (Ntrk1) and apoptosis signal-regulating kinase 1 (Ask1) were down-regulated by radiation and these down-regulations were abolished or enhanced by pretreatment with HSC. Interestingly, activating transcription factor 4 (Atf4) was a member of the ATF/CREB (activating transcription factor/cyclic AMP response element binding protein) family of basic region-leucine zipper (bZip) transcription factors. Atf4 regulated the expression of genes involved in oxidative stress, amino acid synthesis, differentiation, metastasis, and angiogenesis [32]. As described by the earlier reports [33,34], our data indicated that TBI increased the expression of Atf4. 

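Atf4 (gene ID 79255) had a log2 signal of 12.71 ± 0.03 in control, 13.30 ± 0.12 in TBI and 12.84 ± 0.09 in HSC + TBI rats (SD, n = 3). TBI gave a log2 fold change of 0.59 (standard error 0.11, adjusted p = 0.0167 by limma), close to the minimum of 1.5-fold. It was no longer called without control 2, control 3, TBI 1 or TBI 2, with values between 0.53 and 0.66. After HSC + TBI it was 0.13 (adjusted p = 0.571), and HSC + TBI differed from TBI by -0.46 (adjusted p = 0.106).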

Myc was involved in a wide range of cellular processes including cell-cycle control, metabolism, signal transduction, self-renewal, maintenance of pluripotency, and control of cell fate decisions [35]. Here, our data indicated that the radiation-induced increase in Myc was attenuated by pretreatment with HSC. This was consistent with previous reports that irradiation significantly increased Myc [36,37]. 

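Myc (gene ID 24577) had a log2 signal of 9.15 ± 0.72 in control, 10.92 ± 0.65 in TBI and 10.26 ± 0.36 in HSC + TBI rats (SD, n = 3). Its log2 fold change was 1.77 after TBI (standard error 0.42, adjusted p = 0.0381 by limma) and 1.11 after HSC + TBI (adjusted p = 0.194). Among the rats left out in turn, the call after TBI held only without control 2 or TBI 1, with values between 1.42 and 2.17. The direct difference between HSC + TBI and TBI was -0.66 (adjusted p = 0.479), and the rats of these groups overlapped.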

Prkx was a member of an ancient family of cAMP-dependent serine/threonine kinases distinct from the classical PKA, PKB/Akt, PKC, SGK, and PKG families [38]. As described by the earlier reports [39,40], Prkx protein kinase was up-regulated by radiation. 

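On the arrays, which measure RNA and not the kinase, Prkx (gene ID 501563) had 2 probes above background. For the probe that gives the paper's fold changes, the log2 signal was 6.99 ± 0.20 in control, 7.64 ± 0.24 in TBI and 7.39 ± 0.16 in HSC + TBI rats (SD, n = 3). Its log2 fold change after TBI was 0.65 (standard error 0.17, adjusted p = 0.0488 by limma), and the call was lost with any of the 9 rats left out, with values between 0.51 and 0.76. HSC + TBI differed from TBI by -0.25 (adjusted p = 0.506). The brighter probe was at 8.87 ± 0.09 in control and 8.89 ± 0.15 in TBI rats, a log2 fold change of 0.02 (adjusted p = 0.945).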

Ntrk1 was a member of the neurotrophic tyrosine kinase receptor (NTKR) family. The presence of Ntrk1 led to cell differentiation and might play a role in specifying sensory neuron subtypes [41,42]. In UV-irradiated normal skin, there was a significant reduction in Trk A/Ntrk1 tyrosine kinase receptor immunostaining after UV irradiation [43]. Though our data strongly supported the radiation-induced down-regulation of Ntrk1 [43], there were also reports on UV-induced up-regulation of both nerve growth factor NGF and its high-affinity receptor Ntrk1 [44]. cPLA2 was a member of the PLA2 enzyme super-family, which included secretory PLA2 (sPLA2), cytosolic PLA2 (cPLA2), and other members. cPLA2, which activated AA hydrolysis, existed in three isoforms: α, β, and γ. cPLA2-α was known to be a major component of the arachidonate-releasing signal transduction pathway [45,46]. Low-level laser irradiation significantly inhibited phospholipase cPLA2-α mRNA expression, which was increased in response to mechanical stress [45]. Here, our data showed that the radiation-induced increase in sPLA2 was attenuated by pretreatment with HSC. Taken together, these results indicated that the pretreatment of rats with HSC modulated multiple lethal TBI-induced MAPK pathways, suggesting that HSC might provide the protective effects partially through the modulation of MAPK pathways. These findings will help us better understand the protective effects of HSC on lethal TBI damage and provide new insights into the molecular mechanism underlying the radio-protective role of HSC in rats and create a basis for furthering our knowledge about radiation-induced molecular and cellular pathways.

## 4. Materials and Methods

### 4.1. Animals

Male ICR mice (20–22 g, 6–8 weeks old) and male Wistar rats (200–220 g) were purchased from SLAC Laboratory Animal Co., Ltd. (SLAC, Shanghai, China) and divided randomly into several groups. Animals were kept under standard laboratory conditions of temperature, pressure, and humidity. Food and water were sterilized by ^60^Co γ-irradiation and high pressure, respectively. All animal procedures were performed according to protocols approved by Institutional Animal Care and Use Committees of the Second Military Medical University (Shanghai, China). Research was conducted according to the Guide for the Care and Use of Laboratory Animals prepared by the Centre of Laboratory Animals of the Second Military Medical University. All efforts were made to minimize animal suffering.

### 4.2. Radiation and Administration

The animals were randomly assigned to one of the six following treatment groups (10–12 animals per group): normal control, HSC-High, radiation and HSC-Low, Medium, and High dose (2.5, 5, 10 g crude drug/kg body weight/day) + radiation. HSC was purchased from Shanxi Xiangju Pharmaceutical Co., Ltd. (Shanxi, China). Different doses of HSC dissolved in double-distilled water were administered intragastrically to the male animals for three consecutive days before or after irradiation. All animals, except the normal control group, were placed in specially designed, well-ventilated acrylic containers and subjected to total-body irradiation (TBI). Radiation was delivered by the ^60^Co source (Radiation facility, the Second Military Medical University, Shanghai, China). Radiation doses were 6, 6.5, 7, 8, and 8.5 Gy at a rate 2 Gy/min. The animals were monitored daily for the development of symptoms of radiation sickness and mortality.

### 4.3. Survival Assays

Wistar rats (*n* = 10 rats/group) were administered HSC before exposure to TBI with 6.0 and 7.0 Gy. ICR mice (*n* = 11–12 mice/group) were administered HSC after or before exposure to TBI with 8.0 or 8.5 Gy, respectively. We observed animals twice or three times daily for a period of 30 days to determine survival rates, and moribund animals were euthanized according to humane endpoints. The clinical criteria of moribund is being in the state of dying with no expectation of recovery, where animals display a combination of the following: lowered body temperature, continuous shaking, hunched back, impaired or slow motion, and inability to maintain sternal recumbency [47]. Moribund animals were placed in a separate cage with CO_2_ until no breathing was observed, followed by a cervical dislocation as a secondary confirmatory method of euthanasia. Any surviving animals at the end of the study were also subjected to euthanasia by the application of CO_2_ followed by cervical dislocation.

Survival of rats or mice from all the different groups was monitored from the day of onset of the experiment until the 30th day. The probabilities of the survival of all different groups were plotted as Kaplan-Meier survival curves until the 30th day. Significant differences in the survival curves among the different groups were evaluated using the log rank test (Mantel-Cox test) for multiple groups.

### 4.4. Sample Collection

Twenty-four hours following irradiation, the rats were subjected to anesthesia and then sacrificed by cervical dislocation. Thymus, spleen, liver, small intestine, testis, hippocampus, and cortex were dissected out from each animal. The specimens of the all groups were processed for ultrastructural examination. In addition, liver tissues of the all groups were processed for the microarray experiment.

### 4.5. Transmission Electron Microscopy

Transmission electron microscopy was performed essentially as described previously [48]. Biopsy samples were cut and fixed in 2.5% glutaraldehyde in 0.1 M sodium cacodylate, then post-fixed with 1% osmium tetroxide. The specimens were dehydrated through a graded series of ethanol and then embedded in labeled capsules with freshly prepared resin and left to polymerize. Ultrathin sections were cut on a Reichert Ultracut UCT (Leica, Wetzlar, Germany), stained with uranyl acetate and lead citrate and examined by a JEOL 1200EX transmission electron microscopy (Peabody, MA, USA).

### 4.6. Gene Expression Microarray and Data Analysis

The microarray experiments were performed as described previously [49]. The 4 × 44 K Whole Rat Genome Oligo Microarray (Agilent Technologies, Santa Clara, CA, USA) was hybridized with Cy3-labeled cRNA using Gene Expression Hybridization Kit (Agilent Technologies) in Hybridization Oven (Agilent Technologies), according to the manufacturer’s instructions. Raw data were obtained by Feature Extraction software 10.7 (Agilent Technologies) and normalized by Quantile algorithm, Gene Spring Software 11.0 (Agilent Technologies). The microarray experiments were conducted at the National Engineering Center for Biochip in Shanghai, China, according to the procedures in the Agilent technical manual. After normalization, genes in the treatment groups with at least 1.5-fold change in expression were considered as up-regulated or down-regulated in comparison to non-treated groups (control). To determine significant proportions of differentially expressed genes within functional groups, the hypergeometric probability *p* was calculated. *p* < 0.05 was considered significant.

Microarray data analysis was performed using the SBC Analysis system, which is available on the website: http://sas.ebioservice.com/protal/root/molnet_shbh/index.jsp. The username and password to access this website are available upon request. A general description of the SBC analysis system can be found on the website: http://www.ebioservice.com/eng/index.asp. The microarray data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE57692.

### 4.7. Quantitative Real-Time (qRT)-PCR Array Validation

qRT-PCR was performed essentially as described previously [49]. In total, eight genes were chosen for RT-PCR validation. PCR primers (Table 7) were designed to either span or flank introns by using the ProbeFinder version 2.50 (http://www.roche-applied-science.com). Data are presented as mean ± SD.

**Table 7:** Oligonucleotides primers used in this study for quantitative real-time-PCR analysis. The primer sequences were designed by using the ProbeFinder version 2.49 (http://www.roche-applied-science.com).

Gene ID	Symbol	Primer	Sequence
79255	Atf4	Forward	tcagacaccggcaaggag
		Reverse	gtggccaaaagctcatctg
682930	Cacna1s	Forward	gcgtcgtggagtggaaac
		Reverse	ctctggcatgggcaggta
24577	Myc	Forward	gaatttttgtctatttggggaca
		Reverse	gcatcgtcgtgactgtcg
114850	Wnt7a	Forward	ccctcatgaacttacacaataacg
		Reverse	tggcacttacactccagtttcat
501563	Prkx	Forward	gcctgggcaacatgaaga
		Reverse	tccacacctcggaaccac
29201	Ctf1	Forward	tcctgaccaaatatgcagacc
		Reverse	agggctctccctgttgct
25682	Ppard	Forward	ggaccagagcacacccttc
		Reverse	gaggaaggggaggaattctg
59109	Ntrk1	Forward	cagcttctggctgtggcta
		Reverse	aagtgcaggctggctaggta
81822	β-Actin	Forward	cccgcgagtacaaccttct
		Reverse	cgtcatccatggcgaact

### 4.8. Statistical Analysis

Data were presented as mean ± SD. A one-way analysis of variance (ANOVA) was used to examine differences among untreated (Control) and treated (Radiation, HSC + Radiation) groups. Differences were considered significant when *p* < 0.05 or *p* < 0.01.

## 5. Conclusions

Pre-administration or administration of HSC reduced the radiation sickness characteristics while increasing the 30-day survival of the irradiated animals. In addition, HSC administration prior to radiation attenuated tissue damage induced by lethal TBI. Gene expression profiles revealed a dramatic effect of HSC on alterations of gene expression caused by lethal TBI. Pretreatment with HSC prevented the differential expression of 66% (1398 genes) of 2126 genes that are differentially expressed in response to radiation. Pathway enrichment analysis indicated that these genes were mainly involved in a total of 32 pathways, such as olfactory transduction, neuroactive ligand-receptor interaction, pathways in cancer, MAPK signaling pathways, calcium signaling pathways, cytokine-cytokine receptor interaction, PPAR signaling pathways, GnRH signaling pathways, Wnt signaling pathways, Jak-STAT signaling pathways, Notch signaling pathways, fatty acid metabolism, and purine metabolism. Our data indicated that the pretreatment of rats with HSC modulated lethal TBI-induced pathways, such as multiple MAPK pathways, suggesting that HSC might provide the protective effects mainly or partially through the modulation of these pathways. This study demonstrated the protective effects of HSC against lethal TBI and provided insights into the molecular mechanism underlying the radio-protective role in rats and created a basis for furthering our knowledge about lethal TBI-induced molecular and cellular pathways. Our data suggest that HSC has the potential to be used as an effective therapeutic or radio-protective agent to minimize irradiation damage.

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/16/08/18938/s1.

How the deposited data were processed for this re-analysis (not part of the article)

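Liver RNA of 9 male Wistar rats was measured on one-colour Agilent rat arrays, 1 array per rat, in 3 groups of 3 rats: untreated controls, 6.5 Gy TBI, and HSC followed by 6.5 Gy TBI. All livers were taken 24 h after exposure. The paper gives the HSC dose as 10 g/kg/day for 3 days, while the sample labels give 30 mg/kg/day. The groups were taken from the sample labels, and the dose entered no calculation.

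Per the file headers, the authors read each spot's intensity with Agilent's Feature Extraction software, version 10.7.3.1, which gave raw intensities, background intensities, a processed signal and quality flags for each spot. The authors then normalized the signals by quantiles in the software named in the paper and deposited 1 log2 value per probe and array. The processed signal was the starting point here, and the authors' normalized values served as an alternative.

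Control spots and spots with an outlier flag were left out (84 to 115 outlier spots of 43379 per array, and no saturated spot). Processed signals were set to at least 1, put on the log2 scale, normalized by quantiles over the 9 arrays with limma 3.58.1 in R 4.3.3, and averaged over the spots of each of the 41012 probes. A probe counted as above background on an array when more than 0.5 of its spots carried the software's flag for well above background. The 25369 probes above background on all 3 arrays of at least 1 group were tested. The median absolute difference from the authors' values was 0.03 (log2) on every array.

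Gene names were taken by RefSeq accession from the RefSeq genes of assembly GRCr8, used for names only. They gave 16968 probes a gene name, and the paper's additional file 2, of which 167 gene entries were at hand, gave 15 more. The tested probes cover 9617 named genes. Of the 32 genes of the paper's pathway tables and Figure 5, 31 were matched. The probe of a gene was the one in additional file 2, otherwise one with fold changes within 0.05 of the paper's tables, otherwise the brightest, and 8 of these genes had several probes. Results for some single genes of these tables are not reported here. Of additional file 1, 1999 entries were at hand.

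Groups were compared by limma's lmFit and eBayes in 1 fit of the 3 group means, for TBI against control, HSC + TBI against control, and HSC + TBI against TBI. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. Differences among the 3 groups were tested by the moderated F-test at an adjusted p under 0.05. The methods' t-test was run on log2 values with unequal variances, a choice the paper does not specify, and its fold change was the ratio of mean signals. The TBI-changed probes not called after HSC + TBI were counted as a percent of all TBI-changed probes. Gene lists were tested by camera with its preset correlation and by fry, on 1 probe per gene, with Benjamini-Hochberg adjustment over 21 tests. With 3 rats per group the precision is limited: an exact two-sided permutation test cannot go below 0.1. On data simulated from these arrays, with 200 of 25369 probes changed, limma called 81%, 86% and 83% of 3-fold changes in the 3 comparisons in the order above and 39%, 28% and 29% of 1.8-fold changes, with 3, 5 and 4 false calls. The methods' t-test gave 163, 154 and 144 false calls.

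The lists were p53 targets (20 genes), genes of S phase and mitosis (20), lymphocytes (20), the circadian clock (16), fasting-induced genes (16), lipogenic genes (16) and olfactory receptors (1083). Genes past the filter numbered 17, 13, 13, 13, 15, 13 and 193 in the same order. The lists, groups, tests, thresholds, gene-naming rule and alternatives were set before the data were examined, with 1 alternative added later. Part of the paper's additional file 2 had been read by then. It shows fold changes of some list members, among them Cdc45l, Lat, Tfrc, Mdm2, Top2a, Ccnb1, Prim1, Scd, Npas2, Tat, Cyp4a1 and Mid1ip1, so the lists are not fully independent of these rats. Genes named in the text are those of the paper's Tables 2–6 and Figure 5, for each comparison the 5 named probes with the largest change among those called, above background on all arrays of both groups and not overlapping between them, and called members of the lists. A few further genes are named with the count they belong to.

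A gene dim on all 3 arrays of a group is given as at least N-fold, computed against the lowest signal marked above background on each of those arrays, or the gene's own signal where that is higher. The alternatives were a 75th percentile shift, normexp background correction with an offset of 50 (on the median spot intensities and median background, since mean spot intensities were absent), the authors' normalized values, no filter on dim probes, only probes above background on all 9 arrays, outlier spots kept, only the compared groups in a fit, the methods' t-test and analysis of variance with unadjusted and adjusted p, no minimum fold change, the replicate number as a block, the slide as a random block, each rat left out, the brightest probe of a gene, fry, Spearman's rho, and clustering on differing probes. The replicate number is a block only among the alternatives, since correlations of same-numbered rats of different groups, after removing group means, ran from -0.14 to 0.19 and those of different-numbered rats from -0.12 to 0.14. Survival, electron microscopy, PCR, gene ontology and the enrichment of pathways other than olfactory transduction were not analysed here.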

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

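No test in this part was chosen only after its result was seen. The 3 gene lists here stand out because they changed against control in both irradiated groups, by camera and by fry, in genes the paper's text does not discuss as groups. The lists were fixed before the array values were opened, but after part of the paper's own list of TBI-changed genes had been read, and Mdm2, Ccnb1, Prim1 and Lat stood in that part.

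The p53 target list, 17 of whose 20 genes were tested, had a median log2 fold change of 1.11 after TBI and 1.21 after HSC + TBI. In each group 16 of 17 genes were higher than in the controls (adjusted p = 5.48e-15 and 1.13e-18 by camera, 3.78e-06 for both by fry). With Polk, which was below background on all control arrays, left out, the medians were 1.15 and 1.22. Limma called 12 genes after TBI and 13 after HSC + TBI, 12 of them in both, and 13 and 14 when adjusted over the list alone. Cdkn1a changed most, by 5.37 and 4.88. Ccng1 rose by 2.48 and 2.55, Phlda3 by 2.55 and 2.50, and Bax by 1.19 and 1.21. Some calls were lost with single rats left out, where fewer rats also mean lower precision. After TBI, Sesn2 (0.98) was lost without control 1 or control 2, and Fas (1.11) without control 3. After HSC + TBI, Sesn2 (0.91), Fas (1.16), Btg2 (2.44) and Ei24 (0.66) were lost without control 3 or HSC + TBI 1. Without HSC + TBI 2 all of these but Btg2 were lost, without control 2 Sesn2 and Ei24, without control 1 Sesn2, and without HSC + TBI 3 Ei24. With a rat left out, the 4 genes lay between 0.76 and 1.05, 1.05 and 1.31, 2.13 and 2.82, and 0.60 and 0.72, and after TBI Sesn2 lay between 0.83 and 1.10 and Fas between 0.99 and 1.28. In the direct comparison of the irradiated groups the median was 0.01, with 0 genes called by limma, 1 at an unadjusted p under 0.05 and 0 by the methods' t-test (adjusted p = 0.576 by camera, 0.544 by fry). The list's largest difference there, in Btg2, was -0.68 with an adjusted p of 0.425.

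The S phase and mitosis list, with 13 of 20 genes tested, had a median of -2.00 after TBI and -1.50 after HSC + TBI, and all 13 genes were lower in both groups (adjusted p = 1.83e-12 and 1.04e-13 by camera, 1.26e-04 and 1.72e-04 by fry). These medians did not move when the genes dim on all arrays of a group (Ccna2 after TBI, at least 14.7-fold lower; Ccnb2 and Mcm6 after HSC + TBI, at least 6.72-fold and 3.15-fold lower) were set to those bounds. Limma called 10 genes in each group, the same 10 genes, and 10 and 11 when adjusted over the list alone. After TBI the 10 calls held with any rat left out. After HSC + TBI, Ccna2 (-3.70), Birc5 (-1.26) and Prim1 (-0.70) were lost without control 2 or HSC + TBI 1, Ccna2 and Birc5 also without control 3 or HSC + TBI 3, Birc5 and Prim1 also without HSC + TBI 2, and Birc5 also without any TBI rat. With a rat left out Ccna2 lay from -4.38 to -3.28, Prim1 from -0.76 to -0.65 and Birc5 no lower than -1.51. Cdc20, Aurka and Rrm2 were not called. Between the irradiated groups the median was 0.12, with 0 genes called by limma, 1 at an unadjusted p under 0.05 and 0 by the methods' t-test (adjusted p = 0.193 by camera, 0.399 by fry).

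Both lists kept their direction against control and their side of the threshold under every alternative run on them, scaling and rats left out included. Their size depended on how background was taken. With normexp background correction the medians after TBI and after HSC + TBI were 0.85 and 0.97 for the p53 targets and -0.75 and -0.69 for S phase and mitosis, and with only probes above background on all arrays the latter were -1.49 and -1.18. The tables argue against quantile normalization, dim probes or a single rat as the whole cause. Chance cannot be excluded by other splits of 3 rats against 3. A difference between slides stays open, because all controls lay on 1 slide and no irradiated rat did. The HSC + TBI rat alone on its slide had r of 0.986 or more with the other rats of its group, which cannot show what the control slide did. A response to TBI, which the design names, is an open explanation that no test here separates from the slide.

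The lymphocyte list, with 13 of 20 genes tested, had a median of -0.79 after TBI and -1.32 after HSC + TBI, with 9 and 11 of 13 genes lower (adjusted p = 0.0151 and 8.37e-06 by camera, 0.0112 and 0.00457 by fry). Setting dim genes to their bounds left both medians as they were, and normexp background correction made them -0.32 and -0.42. Limma called 4 and 5 genes lower, 3 of them in both, and 7 and 9 when adjusted over the list alone. Cd3g fell by 3.60 (log2) after TBI and was at least 11.3-fold lower after HSC + TBI. Cd79b was at least 4.97-fold and 2.90-fold lower, and Cd2 at least 5.13-fold lower after TBI. Lat, at -1.08 after TBI (from -1.31 to -0.95 with a rat left out), was lost without control 2, control 3 or TBI 2. After HSC + TBI it was at -1.23 (from -1.46 to -1.10) and was lost without control 2, control 3 or any HSC + TBI rat. Zap70 (-1.62, from -1.83 to -1.35) and Ltb (-1.60, from -1.88 to -1.31) were called only after HSC + TBI. Both were lost without control 1, control 2, TBI 3 or any HSC + TBI rat, and Zap70 also without control 3. The list's result after TBI was lost without TBI 1, where the median was -0.29, and with only probes above background on all arrays, where it was -0.59. Fewer lymphocytes in the sampled liver is a candidate explanation. It would lower the members together, and those above background on at least 1 TBI array ran from -3.60 to 0.73 after TBI, and 4 genes were higher (Lck, Cd4, Cd22 and Ccr7). Limma called none of these with all rats, but Cd4 and Cd22 without TBI 1 and Ccr7 without HSC + TBI 2, and the methods' t-test called Ccr7. They may be expressed by other cells of the liver, so fewer lymphocytes, lower transcription in them and the slide cannot be told apart. Between HSC + TBI and TBI the median was -0.59 (adjusted p = 0.0212 by camera, 0.213 by fry). It was -0.07 with normexp background correction (adjusted p = 0.0332 by camera), and -0.38 without TBI 3, where camera's call was lost. Cd2 was the 1 gene called between these groups by limma, higher in HSC + TBI rats (adjusted p = 0.0310). As it was above background on 1 HSC + TBI array and on no TBI array, no fold change is given for that call. That call was lost without any 1 of the controls, TBI 2 or HSC + TBI 3.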

How the results depend on the processing

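The setting chosen only after its result was seen is the one that joins the authors' normalized values with the methods' tests.

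The 9 summary results (probes changed by TBI, probes changed by HSC + TBI, HSC + TBI against TBI, the percent of TBI-changed probes not called after HSC + TBI, probes differing among the 3 groups, the table genes called after TBI and between HSC + TBI and TBI, the gene lists called, and the rats closest to their own group) were recomputed under each setting. Of these values, 105 stayed within 1.5 times the count, or for the percent within its 95% binomial interval, and 84 moved. With the authors' normalized values, outlier spots kept or no minimum fold change, none moved. The gene lists called (10 to 13 over all settings, 12 with the main setting) and the rats closest to their own group (6 of 8 to 9 of 9) did not move either.

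Under a 75th percentile shift, 3 table genes were called between HSC + TBI and TBI in place of 1. With normexp background correction, 666 probes were called after TBI, 491 after HSC + TBI and 6 between the irradiated groups, 53.6% of the TBI-changed probes were not called after HSC + TBI, and 7 table genes were called after TBI and 0 between the irradiated groups. With no filter on dim probes, 109 probes were called between the irradiated groups, the percent was 76.0, and 13 table genes were called after TBI. With only probes above background on all arrays, 40 probes and 0 table genes were called between the irradiated groups. With only the compared groups in the fit, 1174 probes were called after TBI, 54 between the irradiated groups, and 63.8% were not called after HSC + TBI, with 11 table genes after TBI and 0 between the irradiated groups. The cause was not tested for these, apart from the fewer probes or arrays that the last 2 settings use by construction.

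The methods' t-test with unadjusted p called 1692 probes after HSC + TBI, 933 between the irradiated groups and 8 table genes there, and gave 66.2%. With adjusted p it called 7 probes after TBI, 1 after HSC + TBI, 0 between the irradiated groups (933 unadjusted, 202 by limma), 760 among the 3 groups by the analysis of variance, and 0 table genes in either comparison, and gave 100%. With the replicate number as a block, 97 probes and 0 table genes were called between the irradiated groups. Of the calls with the block, 1410 of 1572 after TBI, 638 of 782 after HSC + TBI and 69 of 97 between the irradiated groups were also called without it. With the slide as a random block, 4526, 2583 and 2250 probes were called in the 3 comparisons and 12356 among the 3 groups, the percent was 66.4, and 11 table genes were called between the irradiated groups. The within-slide correlation behind that fit was -0.33 and could be estimated from the HSC + TBI rats alone, so its counts carry little weight. The authors' normalized values with the methods' tests gave 1655 probes after HSC + TBI, 924 between the irradiated groups, 67.2%, 3428 among the 3 groups and 7 table genes between the irradiated groups. Beyond what these tests build in, the cause was not tested.

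Leaving out a rat also lowers the precision of a fit, so a lost call need not be due to that rat's values. With each rat left out, the probes called after TBI ranged from 888 (without control 3) to 2399 (without TBI 3), with 1140 without control 2. Those after HSC + TBI ranged from 315 (without HSC + TBI 1) to 1027 (without TBI 1), with 367, 330, 345 and 482 without control 2, control 3, HSC + TBI 2 and HSC + TBI 3. Those between the irradiated groups ranged from 28 (without TBI 2) to 946 (without TBI 1), and each rat moved this count by over 1.5 times: 111, 103 and 99 without control 1, 2 and 3, 591 without TBI 3, and 45, 105 and 61 without HSC + TBI 1, 2 and 3. The percent ranged from 57.3 (without control 1) to 82.8 (without HSC + TBI 2), and the probes differing among the 3 groups from 654 (without control 3) to 2410 (without TBI 3), with 761, 948, 882 and 1108 without control 2, TBI 2, HSC + TBI 1 and HSC + TBI 3. Table genes called after TBI ranged from 7 (without control 2, control 3 or TBI 2) to 18 (without HSC + TBI 2 or HSC + TBI 3), with 11, 12 and 14 without control 1, TBI 1 and TBI 3. Table genes between the irradiated groups ranged from 0 (without any control, TBI 2 or any HSC + TBI rat) to 3 (without TBI 3), with 2 without TBI 1.

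Of the single genes' values, 5081 kept their side of the threshold, 524 fell short of it, 109 passed it anew, 49 moved without a test, and 0 were counted as reversed. Some values that were not called changed sign without being counted as reversed. Wnt7a after HSC + TBI, for example, ran from -0.26 to 0.13 with a rat left out. For the lists, 344 values were kept, 11 fell short, 3 passed anew and 19 moved. A single value was counted as reversed. This was the median of the olfactory receptor list after HSC + TBI, at -0.00212 with no filter on dim probes, beside 0.22 with it. That list's call was lost under a 75th percentile shift (0.17), without HSC + TBI 2 (0.16) and by fry. Medians that were not called could change sign without being counted. That of the S phase and mitosis list between the irradiated groups, positive with the main setting, was -0.03 under a 75th percentile shift. The clock list between the irradiated groups was lost under a 75th percentile shift (0.34), with the replicate block (0.31), without TBI 1 (0.38) and without TBI 3 (0.24).

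Signal over background limits what these arrays show: probes called after TBI and not above background on all 6 arrays compared have fold changes that depend on how background was taken, and 563 of the 896 higher and 802 of the 945 lower probes lie above it throughout.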

Differences from the paper's values

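The test chosen only after its result was seen is the one on the authors' normalized values with the methods' tests.

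The paper reports 3428 probes that differ among the groups by a one-way analysis of variance. By limma's F-test with adjusted p, 1757 probes differed here. Among the alternatives set before the data were examined, the methods' analysis of variance with unadjusted p under 0.01 on the filtered probes (2346) and leaving out TBI 3 (2410) came within 1.5 times the paper's count. The others did not: 1812 under a 75th percentile shift, 1551 with normexp background correction, 1749 with the authors' normalized values, 1391 with no filter on dim probes, 1385 with only probes above background on all arrays, 1752 with outlier spots kept, 760 with the analysis of variance and adjusted p, 1390 with the replicate number as a block, 12356 with the slide as a random block, and from 654 to 2279 with another rat left out. The setting with the authors' normalized values of all probes and the analysis of variance at an unadjusted p under 0.01 gave 3428 and was chosen after seeing the values, when 2 filters on the spot flags tried beside it had given fewer probes. Of the 31 table genes, which the paper calls after TBI, that setting drops 1 (Mmp2).

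The paper's other counts lay within 1.5 times those found here. For the probes changed by TBI, the paper's 2126 stands beside 1841 by limma and 2129 by the methods' t-test. On the authors' normalized values, 8 rules on the spot flags were tried with the methods' t-test, all chosen after seeing the values, and gave from 2134 to 2914 probes. The rule kept as a setting, the one of the main setting, gave 2141, with 1059 higher and 1082 lower, beside the paper's 1059 and 1067. Without a rule on the flags for the second comparison, it left 729 probes still called after HSC + TBI, beside the paper's 728.

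The paper's Tables 2–6 give fold changes that were compared for 30 genes in both irradiated groups. Of the 60 values, 59 were within 5 percent of the ratios of mean signals found here, and the largest ratio of the 2 values was 1.10. The probes of 8 genes had been chosen in part by the paper's values. Limma's fold changes, from means of log2 signals, lay further off for some genes. For Cyp4a8 they were 3.64 after TBI and 2.82 after HSC + TBI, beside the paper's 3.35 and 2.56.

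The paper's Tables 2–6 and Figure 5 hold 31 matched genes as changed by TBI. Limma called 22, and among those it did not call were Ppard, Acaa1b, Gk, Ppara, Me1, Mmp2, Wnt7a and Hes5. The methods' t-test called 6 of these 8, all but Gk and Mmp2, and the setting chosen after seeing the values called all but Mmp2. The fit with the slide as a random block, which carries little weight, called all 8. With 1 rat left out, limma called Ppard (1.12), Ppara (-0.73) and Me1 (-0.74) without TBI 3, Gk (0.77) without control 1, Wnt7a (0.69) without HSC + TBI 2, and Hes5 without HSC + TBI 3.

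The paper states that the rats of a group were closest to each other. This held for the closest rat of all 9 rats, but average-linkage clustering into 3 groups over all tested probes joined TBI 1 and TBI 2 with the HSC + TBI rats and left TBI 3 alone. Over only the probes that differ among the groups, the 3 groups came apart.

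Figure 5 of the paper marks Myc on the arrays after HSC + TBI as different from control. By limma its log2 fold change was 1.11 (adjusted p = 0.194), and the methods' t-test did not call it. The fit with the slide as a random block, which carries little weight, did.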

Other observations

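The tests chosen only after the results were seen are that of a common noise cutoff for all arrays and that of separate controls for the correlation of the changes.

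The share of TBI-changed probes not called after HSC + TBI can be high for reasons other than HSC, since probes are selected by passing a threshold in the TBI rats. In 20 simulations with equal true means in both irradiated groups, limma left 28.5% to 31.4% uncalled, and the methods' t-test 34.3% to 37.6%, below the 70.3% and 66.2% found. These simulations assume that the irradiated rats vary as the fit estimates. They called more probes after TBI than the data did, 2480 to 2670 beside 1841 by limma and 2520 to 2698 beside 2129 by the methods' t-test. The simulated shares may therefore be too low for these data. The 6 irradiated rats were also regrouped: the 18 regroupings that mix both groups gave 12.8% to 57.7% by limma, with a median of 29.8%, and 39.4% to 60.1% by the methods' t-test, with a median of 49.6%. With the 2 groups exchanged it was 33.7% and 57.5%. The real grouping exceeded them all, but 20 regroupings cannot exclude chance at a share under 0.05. Selection at the threshold may therefore account for part of the share, and how much cannot be told apart from a difference between the groups.

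Among the probes called after TBI, the changes were smaller after HSC + TBI, which could arise if the selection favoured high values of the same TBI rats. With 1 TBI rat left out of the selection, that rat's median change in the called direction was 0.84, 1.05 and 0.73 (log2) for TBI 1, TBI 2 and TBI 3, and those of the HSC + TBI rats lay between 0.43 and 0.72. The left-out TBI rat exceeded the highest HSC + TBI rat by 0.21 or more, which argues against chance values of the TBI rats as the whole cause. It does not separate an effect of HSC from the slides. Selected the other way, over the probes called after HSC + TBI, the change after TBI was a median of 84.2% of that after HSC + TBI, with the same sign for 813 of 823 probes and a smaller size for 587 (71.3%), beside 82.2% over the probes called after TBI.

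Across all tested probes, the changes after TBI and after HSC + TBI had a correlation of 0.673. Both are measured against the same controls, which gives a correlation by itself. In 20 simulations with no change in either group it was 0.494 to 0.539. With 1 control rat for one irradiated group and the other 2 for the other group, so that no control rat served both, it was 0.366 to 0.587 over the 6 ways to do so, which argues against shared control rats as the whole cause. The slide that all controls share stays open. Probes are not independent replicates.

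Whether chance can be excluded was asked by splitting the same rats in other ways. For probes changed by TBI, HSC + TBI and between the irradiated groups, 1 of 10 splits gave a count as large, the real one. The largest count of another split was 0, 0 and 32. With 3 rats against 3 these splits cannot exclude chance. In 20 simulations with no change in any group, limma called 0 probes for TBI against control and the methods' t-test 135 to 178, beside the 1841 and 2129 found. The simulated probes vary independently, so this covers noise of single probes and not noise that many probes of a rat share. For the 3 groups, 1 of 100 splits gave a count as large, the real one, and the largest other was 702, which excludes chance for that count.

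Each slide held rats of 1 group. Differences between slides may therefore contribute to every comparison. HSC + TBI 2, alone on its slide, had r of 0.986 or more with HSC + TBI 1 and HSC + TBI 3, and the 2 rats that share a slide had 0.991. That difference is small beside those between groups, but it covers 2 slides of 4 and not those of the control and TBI rats, so slide and group cannot be told apart.

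On average 66.5% of probes were marked above background on the TBI arrays and 57.9% on the control arrays, a difference of 8.55 percentage points. Counted in spots, as some probes have several, the shares were 67.0% and 58.5%, a difference of 8.50 points. The TBI slide's noise could explain this. Its negative control spots had a spread of 5.36 to 6.92, against 8.35 to 9.02 on the control arrays and 6.51 to 7.08 on the HSC + TBI arrays, so the highest TBI array lies inside the range of the HSC + TBI arrays but below all controls. The additive noise by the authors' software was 2.00 to 2.38, 2.94 to 3.24 and 2.31 to 2.63 in the same order. With 1 common cutoff for all arrays, on signals scaled by each array's 75th percentile, the shares of spots were 67.3% and 65.6% on average, a difference of 1.71 points, and the lowest TBI array exceeded the highest control array by 0.634 points. That gap is smaller than the range within either group (66.6% to 68.0% on TBI and 65.0% to 66.0% on control arrays). Different cutoffs may account for most of the difference, and for the rest, noise, slide and TBI cannot be told apart.

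Olfactory transduction has the most genes in the paper's Table 1. Of the receptor probes called by the methods' t-test after TBI, 74.5% were not above background on all control and TBI arrays. This is consistent with signals near background, on arrays whose background differed between the groups, as a source of many of these calls, though not of the 12 that lay above background throughout. Which of these signals come from receptor RNA was not tested.

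Among the called and named probes above background on all arrays of both groups, with no overlap of their rats, the largest differences between HSC + TBI and TBI rats after Zbtb16 were lower values of Ly6c, Ccl3, Ptprc and Pla2g7, genes that TBI alone had not changed by limma. After HSC + TBI their log2 fold changes against control were -2.78, -2.54, -1.28 and -1.44, each called. Leaving out a rat removed the calls of Ly6c (without control 3 or HSC + TBI 1, from -3.22 to -2.50 over all rats), Ptprc (without HSC + TBI 2 or HSC + TBI 3, from -1.42 to -1.05) and Pla2g7 (without control 3, from -1.58 to -1.33). No explanation was tested for these genes.

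Of the circadian clock genes, 13 of 16 were tested and 9 were called after TBI, 3 higher and 6 lower. The list's median was -0.69 and its mean -0.25 (adjusted p = 0.0212 by camera, 0.00281 by fry). Bmal1 rose by 2.95 (adjusted p = 0.00115) and Dbp changed by -1.92 (adjusted p = 0.00192), both called with any rat left out, as were Cry2 and Tef. The other 5 calls were each lost with some rat left out. After HSC + TBI the changes of Bmal1 and Dbp were 1.50 and -1.07, both lost without any 1 of the controls or of the HSC + TBI rats (from 1.35 to 1.66 and from -1.20 to -0.96). The list's median was then -0.21 (adjusted p = 0.299 by camera, 0.116 by fry). Between HSC + TBI and TBI it was 0.31 (adjusted p = 0.0266 by camera, 0.0138 by fry), lost without TBI 1 (0.38) or TBI 3 (0.24). Of the 13 genes, 9 were higher there, but Bmal1 (-1.45) and Npas2 (-1.25), both called higher after TBI, were lower, though not called. The median thus does not describe all members. An unadjusted p under 0.05 was met by 8 genes there, and the methods' t-test called 5. Per2 was called there at 1.08 (adjusted p = 0.0413), lost without any 1 of the controls, TBI 2, HSC + TBI 1 or HSC + TBI 2 (from 0.97 to 1.26). No explanation was tested, and the hour of sampling was not analysed here.

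The fasting-induced list (15 of 16 genes tested, among them Cyp4a1 of Table 3) had medians of 0.21 after TBI, 0.34 after HSC + TBI and -0.10 between them (adjusted p = 0.212, 0.281 and 0.404 by camera), with 5 genes called higher and 1 lower after TBI, of which G6pc1 (0.85) alone was called with any rat left out. The lipogenic list (13 of 16 genes tested, among them Me1 of Table 3) had medians of -0.53, -0.12 and 0.04 (adjusted p = 0.0990, 0.187 and 0.538 by camera). It passed the threshold after TBI without control 2 (-0.53) and without TBI 3 (-0.74). Over the 7 lists and 3 comparisons, camera called 12 of 21 tests and fry 10.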
